A study of Homo sapiens with 12 samples.

How the data were processed

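Hi-C, which ligates and sequences DNA fragments that lie close together in the nucleus, was performed on 12 human breast tissues. Per the labels, chopped tissue was crosslinked, ground and digested with the restriction enzyme Sau3AI using a Proximo Hi-C kit. Samples were grouped by their labels into 2 normal breast tissues, 5 primary breast tumours and 5 breast tumours that recurred under tamoxifen, an oestrogen receptor antagonist. The source label of the normal tissues contains both the words normal and tumor, and the design text of the series counts them as normal tissues, which is how they were treated here. No donor, batch or sequencing date was used, and same-numbered samples of different groups were not assumed to be paired.

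Each sample had 1 deposited list of chromatin loops. Per the file headers, each entry gives the chromosome, start and end of 2 anchors, a contact count, a p-value and a q-value. All anchors were 20 kb bins, both anchors of an entry lay on the same chromosome (1 to 22 or X), and the distance between anchor starts ran from 40 to 1000 kb in every sample. The contact count as deposited by the authors was a whole number of contacts per bin pair with no normalization visible in the values. The p-value and q-value of each pair were used as deposited by the authors, and neither the headers nor the labels state the model behind them, the aligner, the loop caller or the filter. The lowest contact count was the same on every chromosome of a sample and differed between samples, from 6 to 26, so each list holds only pairs at or above a minimum of its own. A pair may be unlisted because it fell below that minimum, had no contacts, spanned less than 40 or more than 1000 kb, or failed another filter, so an unlisted pair was not read as a count of 0. The lists differed 1.32-fold in length between the longest and the shortest, against 4.33-fold in the lowest contact count, so the length of a list varied far less than the depth. The name of every list carries a filter term made of the letter q and the value 0.98, with no word on its meaning. It was not a limit on the q-value, since every list held pairs with a q-value of 1 and pairs with a q-value under 0.05. A 0.98 quantile of the contact counts of each sample would give lists of similar length with a minimum of their own. Whether that was the filter was not settled here, and if it was, list length carries no information on the number of loops. Between 37.9 and 99.2% of the entries of a list had a q-value of 1, and the entries are called listed pairs below for that reason.

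The genome build was not stated. Listed anchors reached base 249220000 of chromosome 1 and base 243020000 of chromosome 2 and stayed within the chromosome ends of GRCh37 (hg19), while several chromosomes were passed beyond their ends in GRCh38. Coordinates are given as in the lists, 1-based, and are taken as hg19. The gene table at hand was built on GRCh38, so no gene was assigned to an anchor, and the planned comparisons of promoter loops per gene and of a list of oestrogen receptor target genes were not run.

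Sequencing depth itself was not used here because the lists hold only pairs above a minimum. The lowest contact count and the total of listed contacts, 751528 to 4585715 per sample, served as proxies. No confidence intervals were computed from these totals, since a truncated list is not a library.

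Per sample, the number of listed pairs, the median span (distance between anchor starts), the share of pairs spanning over 2 Mb and the median of −log10 of the deposited p-value were computed. The tests were fixed before the data were examined, except where stated otherwise. The choice of −log10 of the p-value as the authors' value per loop was made after the lists were read, because the plan had left it open. Group means were compared with two-sided exact permutation tests over all 252 assignments of 5 and 5 tumours, with a smallest possible p of 0.00794. All tumours as one class were compared with the normal tissues over all 66 choices of 2 samples, with a smallest possible p of 0.0152. The normal tissues against 5 tumours alone, with 21 assignments and a smallest possible p of 0.0476, were not tested.

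Sharing was measured with the Jaccard index, the number of pairs listed in both samples divided by the number listed in either, with identical anchors required. Mean indices within and between groups were compared with one-sided exact permutation tests over the 126 splits of the tumours or the 66 choices of 2 samples. Pairs restricted to a tumour group were those listed in at least 4 of its 5 tumours and in none of the other 5, and their number was set against all 252 assignments. A two-sided Fisher's exact test with Benjamini-Hochberg adjustment was run for each pair listed in 2 to 8 tumours. On simulated lists of 445961 pairs with 200 pairs planted in every recurrent and no primary tumour, all 200 were counted as restricted, yet the permutation p of their total was 0.226, so the total detects only larger numbers.

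Anchor density was the number of anchors in each 1 Mb bin per 100000 anchors of the sample. Bins with a mean of at least 10 anchors per sample were kept, 2809 of 2857, and log2(density + 1) was fitted with limma (lmFit, eBayes with trend) as 3 group means over all 12 samples. Fold changes of bins are on this scale, which understates changes in sparse bins. With a log2 change of 2 given to 200 simulated bins at the real spread, the limma fit recovered 49.5% of them for recurrent against primary tumours, 16.5% for primary tumours against normal tissues and 10.5% for recurrent tumours against normal tissues. A comparison added after the lists were read tested the contact counts of the 3534 pairs listed in all 12 samples with edgeR's quasi-likelihood test and TMM normalization. These pairs had total counts of 30260 to 177441 per sample, and 84.9% of them spanned 40 kb. In simulated counts the edgeR fit recovered 100, 99 and 98.5% of 200 pairs with a log2 change of 2 in the same 3 contrasts. Counts of such pairs cannot fall below the minimum of their sample, which limits how low a value can go. The simulated counts had no such minimum, so the simulated recovery may overstate what the fit can find, above all for falls. An adjusted p under 0.05 was called changed in both fits.

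Named items followed a rule fixed before the data were examined. For bins it took up to 3 rises and 3 falls among the called ones or, with none called, the bin with the smallest p in recurrent against primary tumours, and the same rule was applied to contact counts. For restricted pairs it took up to 2 per group listed in all 5 of its tumours, in none of the other tumour group and in neither normal tissue, by the highest mean −log10 p.

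Alternatives covered only pairs at or below the median p-value of all pooled pairs (0.0931, the stricter set below), autosomes only, merged neighbouring pairs, looser anchor matching, equal numbers of pairs per sample, all 5 tumours in place of 4, pseudocounts of 0.1 and 5, no filter on sparse bins, other scalings, 500 kb bins, a fit of the compared groups alone, the replicate number as a block, and leaving out each replicate in turn. Added after the lists were read were pairs with a q-value under 0.05, the mean span, spans of at least 200 kb, spans over 100 kb, equal numbers by contact count, removal of arm medians, spans of 40 kb only, edgeR on anchor counts and DESeq2 on contact counts. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 and R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0 were used.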

Results

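Chromatin contacts were profiled by Hi-C in 2 normal breast tissues, 5 primary breast tumours and 5 breast tumours that had recurred under tamoxifen, a drug that blocks the oestrogen receptor. The measurements were the authors' lists of loops, each a pair of 20 kb bins of one chromosome with its contact count, p-value and q-value. The lowest contact count in a list was 25 and 10 in the normal tissues, 26, 24, 10, 19 and 18 in primary replicates 1 to 5, and 17, 13, 9, 6 and 18 in recurrent replicates 1 to 5. Total listed contacts were 4097836 and 1580650 in the normal tissues, 4585715, 4004042, 2254802, 3242073 and 2621426 in the primary tumours, and 2604924, 1835958, 1404686, 751528 and 3238859 in the recurrent tumours. The recurrent lists were thus the shallower ones on average, with a lowest count of 12.6 ± 5.13 (SD, n = 5) against 19.4 ± 6.23 (SD, n = 5) in the primary lists. This difference in the lowest count gave p = 0.103 in a two-sided exact permutation test, and that in total contacts gave p = 0.0556.

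The first comparison asked whether the number of loops differed between primary and recurrent tumours or between tumours and normal tissue. Lists held 127156 ± 1430 pairs in normal tissue (SD, n = 2), 120015 ± 12882 in primary tumours (SD, n = 5) and 117691 ± 11092 in recurrent tumours (SD, n = 5). The recurrent minus primary difference of -2324 pairs was smaller than either SD (exact permutation p = 0.762). The 10 tumours as one class differed from the normal tissues by -8303 pairs, also within the spread (exact permutation p = 0.364), with 7 tumours below and 3 above both normal tissues. Apart from the q-value threshold treated below, restriction to pairs at or below the pooled median p-value moved the recurrent minus primary difference most, to -12274.2 (exact permutation p = 0.262). Merging neighbouring pairs gave it another sign, at 7586.6 (exact permutation p = 0.103). Because each list was cut at a minimum contact count of its own, its length does not measure how many interactions a tissue has, and it would be nearly fixed if the unstated filter kept a set share of pairs.

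Pairs with a q-value under 0.05 were a small part of most lists. Their number was 21866 and 1530 in the normal tissues and ranged from 6454 to 35844 in primary tumours and from 9 to 11620 in recurrent tumours. The means were 18616 ± 12583 in primary (SD, n = 5) and 6316 ± 5139 in recurrent tumours (SD, n = 5), a difference of -12300.0 with p = 0.0952 in an exact permutation test. As a share of the list they made up 15.0 ± 9.23% in primary and 5.22 ± 4.17% in recurrent tumours (SD, n = 5 each; exact permutation p = 0.0635). Leaving out single tumours moved these differences across 0.05. Without primary replicate 3, the primary tumour with the lowest minimum count, the number differed by -15340.6 (exact permutation p = 0.0238) and the share by -11.9 percentage points (exact permutation p = 0.00794). Without primary replicate 5 the share differed by -11.3 percentage points (exact permutation p = 0.0476), and without primary replicate 1 the number differed by -7993.1 (exact permutation p = 0.159). Over the 12 samples the number of such pairs followed the lowest contact count, with Pearson's r = 0.926 and Spearman's rho = 0.968. Each had a permutation p of 1e-05, the smallest that 100000 resamples can give, and an adjusted p of 4e-05 over the 4 relations computed. The 2 samples farthest from the median lowest count were taken as recurrent replicate 4 and primary replicate 1, and without them r was 0.933. Recurrent replicate 3 lay as far from that median as primary replicate 1, so the second choice was arbitrary. For the number of listed pairs the relation was weaker, with r = 0.623 (permutation p = 0.0335, adjusted p = 0.067) and rho = 0.639 (permutation p = 0.0292, adjusted p = 0.0584). It fell to r = 0.398 without the same 2 samples, and other choices of samples to leave out were not tried. The mean span gave r = -0.214 (permutation p = 0.538, adjusted p = 0.538) and rho = -0.165 (permutation p = 0.605, adjusted p = 0.605), with r = -0.390 without the same 2 samples. The median −log10 p gave r = 0.533 (permutation p = 0.07, adjusted p = 0.0933) and rho = 0.379 (permutation p = 0.223, adjusted p = 0.297), with r = 0.516 without them.

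**Figure D1:**
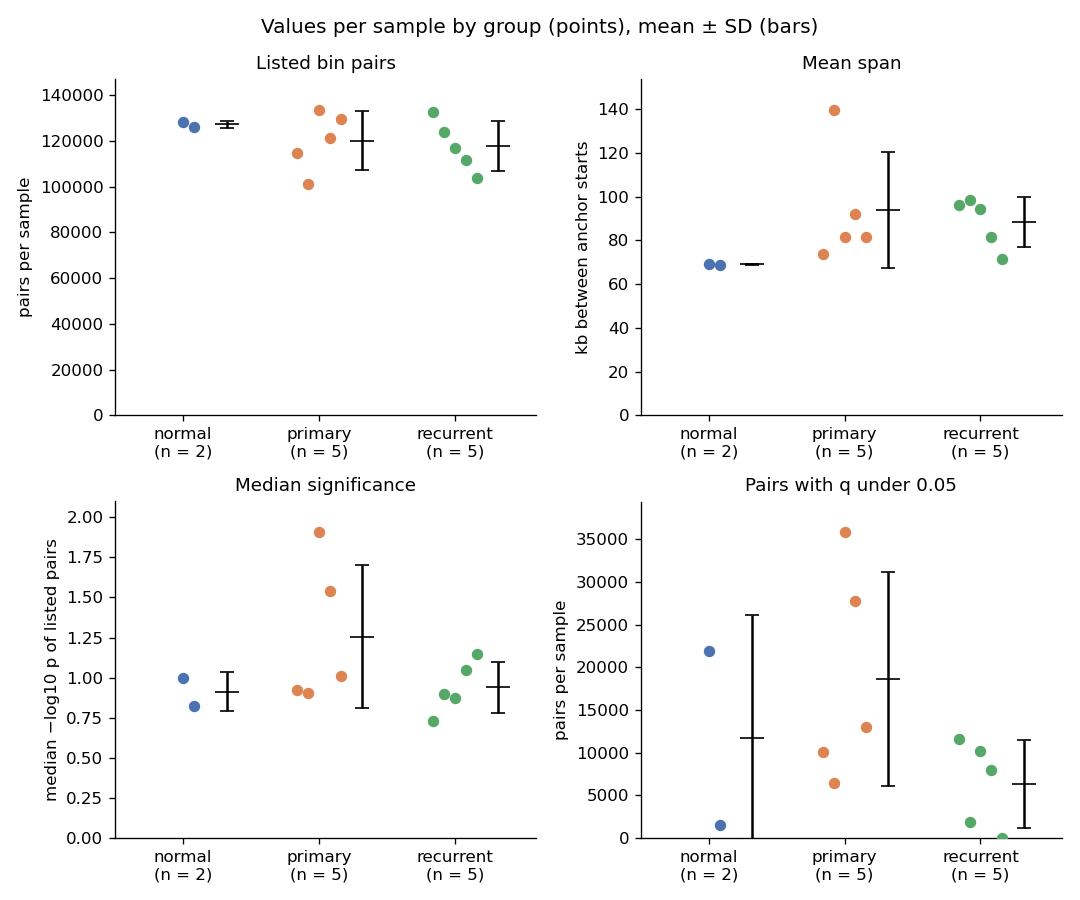
Listed pairs, mean span in kb, median −log10 p and number of pairs with a q-value under 0.05, one point per sample, with the mean ± SD of each group beside the points. The groups overlap in every panel except that all 10 tumours have a longer mean span than both normal tissues, and pairs with a q-value under 0.05 range from 9 to 35844 between tumours.

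The second comparison asked whether loops differed in length. The median span was 40 kb in both normal tissues and 56 ± 8.94 kb in primary and in recurrent tumours (SD, n = 5 each). The recurrent minus primary difference was 0 kb (exact permutation p = 1), which became 16 kb among pairs at or below the pooled median p-value (exact permutation p = 0.167) and 12 kb with neighbouring pairs merged (exact permutation p = 0.206). The tumours exceeded the normal tissues by 16 kb (exact permutation p = 0.0909), with 8 of 10 tumours above both. Spans come in steps of 20 kb, so the median can take few values. The mean span, added for this reason, was 69.1 ± 0.389 kb in normal tissue (SD, n = 2), 93.8 ± 26.6 kb in primary tumours (SD, n = 5) and 88.5 ± 11.5 kb in recurrent tumours (SD, n = 5). All 10 tumours had a longer mean span than both normal tissues. The difference in means of 22.1 kb gave p = 0.136 in the exact permutation test of means. The exact permutation test on ranks gave p = 0.0303, not adjusted for the several span measures tried. This is the smallest value ranks can give here, and full separation always gives it. Recurrent and primary tumours differed by -5.25 kb in mean span (exact permutation p = 0.841), and 1 sample set the sign: without primary replicate 3 the difference was 6.27 kb (exact permutation p = 0.333). The alternative that moved the tumour and normal medians most was the restriction to pairs below the pooled median p-value, where the difference was -2 kb (exact permutation p = 1), and with neighbouring pairs merged it was 0 kb.

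No pair in any of the 12 lists spanned more than 1 Mb, so the share over 2 Mb was 0 by construction of the lists and could not be compared. The share of pairs spanning at least 200 kb, taken in its place, was 4.59 ± 0.482% in normal tissue (SD, n = 2), 9.82 ± 5.51% in primary and 8.97 ± 2.99% in recurrent tumours (SD, n = 5 each). The tumours together differed from normal tissue by 4.80 percentage points (exact permutation p = 0.136), with 9 of 10 tumours above both normal tissues. Recurrent and primary tumours differed by -0.850 percentage points (exact permutation p = 0.833). That difference was 1.53 points without primary replicate 3 (exact permutation p = 0.389) and 0.262 points without recurrent replicate 4 (exact permutation p = 0.944).

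The third comparison concerned the strength the authors assigned to the loops. The median −log10 p-value was 0.911 ± 0.122 in normal tissue (SD, n = 2), 1.26 ± 0.448 in primary tumours (SD, n = 5) and 0.938 ± 0.161 in recurrent tumours (SD, n = 5). Recurrent minus primary was -0.318 (exact permutation p = 0.206) and tumours minus normal was 0.186 (exact permutation p = 0.530), both within the spread between samples. Merging neighbouring pairs moved these differences to -0.416 (exact permutation p = 0.294) and 0.327 (exact permutation p = 0.318). Primary replicate 1 carried much of both: without it they were -0.155 (exact permutation p = 0.389) and 0.0957 (exact permutation p = 0.582).

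The fourth comparison asked whether samples of one group shared more loops than samples of different groups. The 12 lists together held 445961 different pairs, of which 180668 (40.5%) were listed in 1 sample and 3534 (0.792%) in all 12. The Jaccard index was 0.277 ± 0.0529 between primary tumours (SD, 10 sample pairs), 0.242 ± 0.0468 between recurrent tumours (SD, 10 sample pairs) and 0.258 ± 0.0472 between a primary and a recurrent tumour (SD, 25 sample pairs). Sharing within the tumour groups exceeded sharing between them by 0.00157 (one-sided exact permutation p = 0.349). The difference was below 0 in each fit without one primary tumour, down to -0.00394 without primary replicate 3. The normal tissues shared 0.348 with each other and 0.284 ± 0.0441 with tumours (SD, 20 sample pairs), while tumours shared 0.258 ± 0.0488 with one another (SD, 45 sample pairs). The pooled mean of the 45 tumour pairs and the single normal pair did not exceed the mean of normal with tumour pairs (difference -0.0242, one-sided exact permutation p = 0.818). The normal pair by itself lay above that mean, and 1 pair could not be tested. Equal numbers of pairs per sample gave the difference another sign, 0.00348 (exact permutation p = 0.439), as did spans over 100 kb, 0.00315 (exact permutation p = 0.394). Equal numbers by contact count kept the sign, at -0.0165 (exact permutation p = 0.742). The sign also stayed with anchors within 1 bin (-0.0556), on a 100 kb grid (-0.0588) and with autosomes only (-0.0236).

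**Figure D2:**
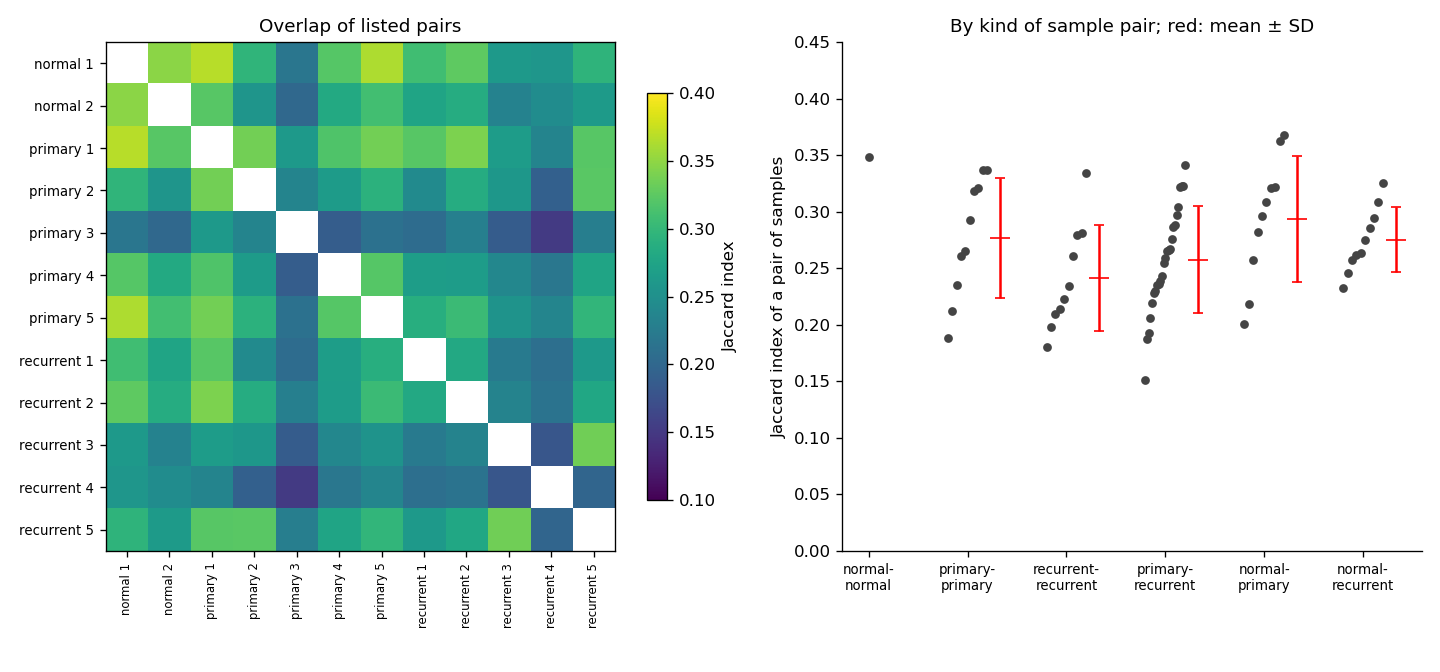
Jaccard index of listed pairs for each pair of samples, as a matrix (left, colour scale from 0.10 to 0.40) and by kind of sample pair (right, one point per sample pair, red bars mean ± SD). Sample pairs within the primary and recurrent groups, with means of 0.277 and 0.242, overlap the pairs between them, with a mean of 0.258.

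Pairs restricted to one tumour group were then counted. Of all pairs, 739 were listed in at least 4 recurrent and no primary tumours (exact permutation p = 0.575) and 1168 in at least 4 primary and no recurrent tumours (exact permutation p = 0.246). Arbitrary assignments of the 10 tumours gave a median of 844.5 such pairs, from 224 to 2344. Looser anchor matching, within 1 bin, moved both numbers, to 1380 for recurrent (exact permutation p = 0.179) and 686 for primary tumours (exact permutation p = 0.607). Fisher's exact test of 226222 pairs gave 0 pairs with an adjusted p under 0.05 (smallest adjusted p = 1). With a smallest possible p of 0.00794, an adjusted p under 0.05 would have needed 35909 pairs at that value, and 227 reached it, so the adjusted test could hardly have called a pair. At an unadjusted p under 0.05 there were 2922 pairs, 1126 listed more often in recurrent and 1796 more often in primary tumours, and 45 of the 126 splits of the tumours gave as many.

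Listed in all 5 recurrent tumours and in no other sample were 21 pairs. The strongest joined chromosome 14 positions 25260001 to 25280000 and 25480001 to 25500000 (220 kb apart), with a mean −log10 p of 3.98 ± 2.52 (SD, n = 5), 6 to 25 contacts per tumour and a q-value under 0.05 in 1 tumour. The next joined chromosome 4 positions 99420001 to 99440000 and 99540001 to 99560000 (120 kb apart), with a mean −log10 p of 1.54 ± 0.294 (SD, n = 5), 6 to 19 contacts and a q-value under 0.05 in 0 of 5 tumours. Listed in all 5 primary tumours and in no other sample were 42 pairs. The strongest joined chromosome 4 positions 39460001 to 39480000 and 39960001 to 39980000 (500 kb apart), with a mean −log10 p of 16.1 ± 4.35 (SD, n = 5) and 15 to 34 contacts. The next joined chromosome 16 positions 15860001 to 15880000 and 16200001 to 16220000 (340 kb apart), with a mean −log10 p of 9.38 ± 2.21 (SD, n = 5) and 13 to 35 contacts. Both had a q-value under 0.05 in all 5 primary tumours. In 2 recurrent tumours the lowest listed count was 9 or 6, below that of every primary tumour. Whether any of these 4 pairs stands out from chance was not decided, since the adjusted Fisher's exact test could hardly pass with 5 tumours against 5. Coordinates are hg19, and whether the anchors lie in genes was not analysed here.

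The fifth comparison asked where along the genome loop anchors were gained or lost. Of 2809 bins of 1 Mb, 0 had an adjusted p under 0.05 in the limma fit for recurrent against primary tumours, primary tumours against normal tissue, or recurrent tumours against normal tissue. No adjusted p was below 0.560 in limma, and 220, 94 and 34 bins had an unadjusted p under 0.05. These unadjusted counts depended on single tumours and on the fit. Without one tumour they ran from 130 to 298, from 63 to 186 and from 15 to 131 in the same 3 contrasts. With the replicate number as a block they were 195, 216 and 171. Across the alternatives the number of calls stayed at 0 in all 3 contrasts. The alternative scaling that came nearest to a call was quantile normalization for primary tumours against normal tissue, with a smallest adjusted p of 0.101 in limma. The bin with the smallest p of recurrent against primary tumours lay on chromosome 11 from 70000001 to 71000000 (hg19, 11q) and did not pass the adjustment. Its anchors per 100000 were 85.5 ± 50.05 in recurrent (SD, n = 5), 16.7 ± 11.2 in primary (SD, n = 5) and 31.1 ± 9.25 in normal tissue (SD, n = 2). The log2 change was 2.45 with a standard error of 0.56 (limma, adjusted p = 0.560).

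Contact counts were finally compared at the 3534 pairs listed in all samples. The edgeR quasi-likelihood test called 0 pairs in each of the same 3 contrasts, with smallest adjusted p of 0.146, 0.364 and 0.837 and with 259, 229 and 200 pairs at an unadjusted p under 0.05. The pair with the smallest p of recurrent against primary tumours joined chromosome 14 positions 22860001 to 22880000 and 22900001 to 22920000 (40 kb apart, hg19). In CPM over the tested pairs, scaled by TMM, it held 419 ± 142 in recurrent (SD, n = 5), 189 ± 23.9 in primary (SD, n = 5) and 226 ± 34.3 in normal tissue (SD, n = 2), from 10 to 70 contacts in a sample. Its log2 change was 1.13 (edgeR, adjusted p = 0.146). Without recurrent replicate 1 the same pair was called, with a log2 change of 1.27 and an adjusted p of 0.0278 in edgeR. Whether the pair lies in a gene, or in a region whose DNA is rearranged in some cell types of a tissue, was not analysed here, so a difference in cell composition was not excluded.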

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

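The test of the 20 kb grid was chosen after the result was seen. Among 22 measures and groups of 5 tumours, 3 had a sample whose gap to its nearest neighbour, divided by the range of the group, exceeded Dixon's 95% critical value for 5 samples. Chance alone would give about 1.1 of 22.

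In the median span, 1 primary and 1 recurrent tumour had 40 kb and the other 4 of each group 60 kb, so the gap was the whole range (1 in the primary group and 1 in the recurrent group). A candidate explanation is the 20 kb grid of the anchors, which turns a small shift across the midpoint of a list into a full step. The share of pairs at 40 kb, which decides the median, set neither tumour apart: the larger of the gaps over the range was 0.474. That share was 54.1% in the primary tumour with a 40 kb median and 35.4 to 48.8% in the other primary tumours. It was 52.6% in the recurrent tumour with a 40 kb median and 41.7 to 47.4% in the other recurrent tumours. A gap of the whole range thus needs no more than the grid. Why these 2 tumours listed a larger share at 40 kb stays open, and no biological explanation was tested.

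In the mean span, 1 primary tumour had 139.9 kb and the other 4 had 73.8 to 91.9 kb, a gap of 0.726 of the range. That sample also had the shortest list and, with a lowest contact count of 10, the shallowest of the primary group. Over the 12 samples the mean span did not follow the lowest contact count clearly (r = -0.214, permutation p = 0.538). It gave r = -0.390 without recurrent replicate 4 and primary replicate 1, so depth was neither shown nor excluded. A candidate explanation is a local excess of listed pairs: the densest 5% of 1 Mb bins held 75.1% of its pairs of at least 200 kb, against 26.4 to 52.6% in the other 4 primary tumours, 14.6 to 58.9% in recurrent tumours and 24.4 ± 2.67% in the normal tissues (SD, n = 2). The other tumours thus ranged from below both normal tissues to well above them. With every 1 Mb bin given equal weight, the gap fell to 0.482 of the range, under the critical value, which is consistent with a few dense regions raising the mean. Whether those regions are dense because of extra DNA copies, of mapping or of chromatin structure was not tested in this sample.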

How the results depend on the processing

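Tests with spans over 100 kb, a q-value under 0.05, the mean span, spans of at least 200 kb, equal numbers by contact count, arm medians, 40 kb spans, edgeR on anchors, all contact count fits and the splits of the samples were chosen after the results were seen. Over 18 results and 119 settings other than leaving out a replicate, 99 kept direction and call, 6 took another sign, 6 moved to or from a difference of 0, 7 gave lower counts and 1 a higher count. The settings that kept both include those of the share over 2 Mb, which could not move. None of the differences that took another sign or moved to or from 0 was past 0.05 in either setting, and the cause was not tested unless stated.

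The recurrent minus primary difference in listed pairs became 7586.6 with neighbouring pairs merged (exact permutation p = 0.103) and lay between -7049.9 and 1150.2 over the 10 fits that each left out one tumour. It was above 0 without primary replicate 1 (1077.6), primary replicate 4 (75.6) or recurrent replicate 4 (1150.2). The tumour minus normal difference became 4953.4 in the stricter set of pairs by p-value and 768.4 among pairs with a q-value under 0.05. Single tumours set the sign of the latter value. It was -1829.1 without primary replicate 1 and -930.4 without primary replicate 2. It was above 0 without any other tumour, up to 2152.6 without recurrent replicate 4. For the median span the tumour minus normal difference became -2 kb in the stricter set and 0 kb with neighbouring pairs merged. The recurrent minus primary difference in median span, 0 kb, became 16 kb in the stricter set, 12 kb with neighbouring pairs merged and -5.25 kb for the mean span, and ran from -4 to 4 kb over the fits without one tumour. Setting spans to 20 kb to 2 Mb removed no pair, and the share over 2 Mb or 1 Mb was 0 in every setting. The share of at least 200 kb differed by -0.850 points (recurrent minus primary) and 4.80 points (tumours minus normal). The median −log10 p differences ran from -0.406 to -0.155 (recurrent minus primary) and from 0.0957 to 0.272 (tumours minus normal) over the fits without one sample. The difference in sharing between same-class and normal-tumour pairs became 0.00348 with the same number of pairs per sample and 0.00315 with spans over 100 kb. With equal numbers by contact count it stayed below 0, at -0.0165. Over the 12 fits without one sample it ran from -0.0431 to -0.00915. Within against between primary and recurrent tumours, the difference ranged from -0.00394 to 0.0103 over the fits without one tumour, and each of the 5 fits without a primary tumour was below 0.

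The number of pairs restricted to recurrent tumours was 1380 with anchors matched within 1 bin, 216 on a 100 kb grid, 65 with spans over 100 kb and 87 when all 5 tumours had to list the pair. The primary numbers were 686, 109, 270 and 140. Fewer possible pairs (grid, spans) and a stricter rule (all 5) lower these counts by construction. Over the fits that each left out one tumour, they ranged from 976 to 2542 (recurrent) and from 1604 to 3532 (primary). Leaving out a tumour of the same group loosens the rule to 3 of 4, and leaving out one of the other group leaves 4 tumours in place of 5 that must not list the pair, so both raise the counts by construction. Matching within 1 bin and the 100 kb grid each put the recurrent number above the primary one. No setting gave either number an exact permutation p under 0.05.

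Calls of 1 Mb bins stayed at 0 in every setting and contrast. Contact count calls ranged from 0 to 1 over the 10 fits of recurrent against primary tumours without one tumour. The 1 call came without recurrent replicate 1, at chromosome 14 positions 22860001 and 22900001, with an adjusted p of 0.0278, and the smallest adjusted p of the other such fits ran from 0.0523 to 0.513. All 100 drawn splits of the tumours, of 126, gave as many called bins and 100 of 100 as many called pairs, as any split must when the real count is 0. For counts at an unadjusted p under 0.05, 33 of 100 splits gave as many bins and 45 of 100 as many pairs.

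Same-numbered primary and recurrent tumours had correlations of their bin deviations of 0.24, 0.01, -0.23, 0.37 and -0.18. The value of replicate 4 was the highest of any primary with any recurrent tumour. Primary replicate 5 with recurrent replicate 4 came close to it, at 0.36. The mixed signs give no general pairing by number, but no test was run and pairing of single numbers was not excluded. With the replicate number as a block the difference in listed pairs stayed at -2324 (exact sign-flip p = 0.812, smallest possible 0.0625), that in median −log10 p at -0.318 (p = 0.188) and that in sharing at 0.00157 (exact p = 0.312), and bins and pairs called remained 0 (195 and 260 at an unadjusted p under 0.05 for recurrent against primary tumours).

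Pairs with a q-value under 0.05 were fewest where the minimum count was lowest: with a minimum of 6, recurrent replicate 4 listed 9 of them. Depth is a candidate reason for this. The list of that tumour was not the shortest, with 103793 pairs against 101112 in primary replicate 3, whose minimum was 10. For bins the spread between tumours is the limit, since the simulated log2 change of 2 was recovered in 49.5% of bins for recurrent against primary tumours. Gene-level results and the oestrogen receptor gene list, with their alternatives, were not run.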

Other observations

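The test of strong pairs restricted to primary tumours and the fits of the depth trend without one tumour were chosen after the result was seen. The patterns below were noticed in the data before they were tested, so each is a hypothesis.

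Recurrent tumours had fewer pairs with a q-value under 0.05 than primary tumours, by -0.947 on the log10 scale (exact permutation p = 0.0952). Library depth is a candidate explanation. With the trend on the log10 lowest contact count over all 12 samples removed, the difference was -0.118 (exact permutation p = 0.762). The size of the difference rested on recurrent replicate 4, which had 9 such pairs. Without it the difference was -0.376 (exact permutation p = 0.175) and the slope of the trend fell from 4.16 to 2.42, and with the trend fitted again -0.0682 remained (exact permutation p = 0.516). Leaving out recurrent replicate 1 or 5 gave exact permutation p of 0.0476 and 0.0397 before removal of the trend and 0.754 and 0.762 after it. Over the 10 fits that each left out one tumour, the difference after removal ran from -0.222 to 0.162. The values are consistent with depth as the source of most of the difference, and a biological difference between recurrent and primary tumours is not needed for it but stays open for the remainder, untested.

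Strong pairs showed a like imbalance. Pairs with a q-value under 0.05 in at least 4 primary tumours and unlisted in every recurrent tumour numbered 122, against 1 in the opposite direction, and 7 of the 252 assignments of the tumours gave 122 or more (one-sided exact permutation p = 0.0278). Both tumours with a lowest contact count under 10 were recurrent. Among the 56 assignments that kept both in the group without the pairs, 7 gave as many, or 12.5%, so unequal depth may account for the imbalance. That share leaves the recurrent state open as well, and it was not tested apart from depth.

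Every tumour had a longer mean span than both normal tissues. If a few dense regions caused this, it would vanish with every 1 Mb bin weighted equally. It became smaller, 7.90 kb in place of 22.1 kb, but all 10 tumours stayed above both normal tissues (exact permutation p = 0.0303 over 1855 bins with at least 5 pairs in all 12 samples). On ranks, the exact permutation test gave p = 0.0303 for all pairs as well as for bins weighted equally. Ranks always give this value, their smallest, when all 10 tumours lie above both normal tissues. It therefore adds nothing to the separation already noticed. A second technical explanation is that denser bins list longer pairs because one minimum count applies to a whole sample. It was tested in bins where a tumour's density lay within 0.25 (log2) of the normal mean, 341 to 1518 bins per tumour. Again 10 of 10 tumours were above both normal tissues, by 6.49 ± 3.63 kb (SD over 10 tumours), with a lowest value of 0.655 kb. The normal tissues differed by -0.172 kb, but over all bins with at least 5 pairs in both, without that limit on density. With bins weighted equally they had 69.4 and 68.5 kb. Both tests argue against regional density as the whole cause. The 2 normal tissues had lowest contact counts of 25 and 10, on either side of most tumours, and nearly equal mean spans of 69.4 and 68.8 kb. Over the 12 samples the mean span did not clearly follow that count (r = -0.214, permutation p = 0.538). Without recurrent replicate 4 and primary replicate 1, r was -0.390, so a part played by depth stays open. The median span did not keep the direction in every set of pairs. Tumours minus normal was 16 kb in the full lists. It was -2 kb in the stricter set, with 0 tumours above both normal tissues, and 0 kb with neighbouring pairs merged. A longer reach of contacts in tumours may remain, but 2 normal tissues are few. The p of 0.0303 was not adjusted for the several span measures tried. Cell composition, tissue handling and the authors' filter were not tested.

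Anchor density along the genome varied more between tumours than between normal tissues. The SD over bins of the log2 difference between 2 samples was 0.51 for the normal tissues and 1.36 ± 0.30 for tumours (SD, 45 sample pairs). The normal value is a single sample pair. Between a normal tissue and a tumour it was 1.09 ± 0.37 (SD, 20 sample pairs), with a lowest value of 0.34, so not every tumour was farther from a normal tissue than the normal tissues were from each other. Changes on the scale of chromosome arms are one explanation. Arm means held 48.4 ± 16.02% of the variance of a tumour's deviations from the normal mean (SD, n = 10), against 25.0% in the difference of the normal tissues and at most 11.7% in 1000 random placements of blocks of bins. The share ran from 9.31 to 68.4% between tumours, so its lowest value lay below that of the normal tissues and within what random placement gave for the mean. Arm-scale change is a large part of the pattern on average, not in every tumour. With arm medians removed, the limma fit still called 0 bins for recurrent against primary tumours, primary tumours against normal tissue and recurrent tumours against normal tissue, with 218, 70 and 32 at an unadjusted p under 0.05.

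The number of DNA copies in the tumour cells is a candidate cause of that arm-scale variation. It predicts that arms with more anchors also carry more contacts at the 3534 pairs listed everywhere, and the median correlation over 37 arms was 0.799 in the tumours (from 0.381 to 0.887), and 0.423 in the difference of the normal tissues. This correlation decides nothing, because pairs are listed only above a minimum contact count, so an arm with more contacts lists more anchors whatever the reason. Copy number, other arm-wide differences in coverage and chromatin structure cannot be told apart here, and copy number was not measured.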
